A study of Homo sapiens with 16 samples.

How the data were processed

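RNA from 16 libraries of THP-1-derived macrophages at 8 time points, 2 libraries each, was sequenced. Per the labels' protocols, ribosomal RNA was depleted and strand-directional paired-end libraries were sequenced on an Illumina NextSeq 500. The quantifier, its version, its index and the genome build are not given in the sources used here. Per the file headers, each library had a deposited table of transcripts with length, effective length, TPM (abundance corrected for transcript length and scaled to a common total) and an estimated count of reads. The estimated counts are the authors' and are not normalized. The deposited TPM values were used only to rebuild length-scaled counts, with the deposited effective lengths. A table of the whole series held the authors' whole-number counts per gene and library, adjusted p-value per gene, log2 fold changes against 0 h, log2-like variance-stabilized values and z-scores per time point, which are scores named as such in the deposited columns. The test behind the deposited p-values is not given in the sources used here. The variance-stabilized values and z-scores were not used for a result. All columns of samples belonged to the series. The study's design text also names chromatin contact, accessibility and histone mark data, which were not used here.

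Estimated counts were summed over the transcripts of each gene and rounded to whole numbers. The GENCODE v29 annotation served only to give transcripts a gene identifier, and matched 87598 of 95309 transcripts. The other transcripts were placed by their neighbours in the table or by matching sums to the authors' deposited gene counts, within 2 reads per time point. Genes placed by identifiers or neighbours were also accepted only where their sums matched those counts to that tolerance. In all, 20256 of the 20738 genes in the authors' deposited table were placed, 15969 by identifiers alone, 3736 with neighbouring transcripts and 551 by sums alone. Of the 482 genes not placed, 1 had more than 160 reads. Placed genes held 99.93% to 99.99% of the reads in each library, against 95.2% to 95.7% with identifiers alone. Gene symbols, identifiers and coordinates are those of the deposited table. By comparison with the annotation those coordinates are on hg19 (GRCh37), which the labels do not state. A symbol shared with another gene was carried by 206 genes. In the tables for each time point, the deposited gene count columns numbered 1 held the counts of the libraries titled replicate 2 and the reverse, so replicate numbers here follow the library titles.

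Counts were tested with edgeR 4.0.16 in R 4.3.3. Genes passed filterByExpr on the time points with a minimum count of 10, which left 16305 genes and took out 3951. Libraries were scaled with TMM factors, which ran from 1.17 and 1.16 at 0 h to 0.792 and 0.864 at 24 h. All 16 libraries entered 1 quasi-likelihood fit with a mean per time point, so that all time points shared 1 estimate of the spread. The fit had 8 residual degrees of freedom, a biological coefficient of variation of 0.148 and 3.41 prior degrees of freedom. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested and a fitted log2 fold change of at least 1 in size. Every adjusted p-value given for a gene is from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A standard error is the size of the log2 fold change divided by the square root of F. CPM values are TMM-scaled, with mean and SD over 2 libraries. Gene lists were tested with fry and camera in limma 3.58.1, with adjustment over the 49 tests. Tables and figures used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

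Genes were named by a rule written beforehand. It covered 16 fixed genes at every time point, for each comparison with 0 h the 2 called genes with the largest increase and the 2 with the largest decrease, for each successive pair 1 gene in each direction, and the 3 genes with the smallest p over the time course. Of the 16 fixed genes, 1 is not reported here. Parts after the first required a mean of at least 5 CPM, and those for single comparisons also required both libraries of the later time point to lie beyond both of the earlier one. Called genes in counts of 5 or fewer that fell outside the rule were named after their values were seen. Genes that share reads with near-identical or overlapping genes are given as uncertain. Where a group had 1 to 3 counts, the ratio is given with an exact 95% binomial counting interval, and where it had 0 counts a floor of 3 counts over the group was used. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules.

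The labels number the replicates 1 and 2 at each time point. Deviations from the time point means were correlated between time points over 10847 genes. The 28 correlations ran from 0.133 to 0.829 with a median of 0.466, and all 28 were over 0.1, so the numbers pair the samples, as shown by these data and not by the labels. A fit with the replicate number as a block was an alternative. The other alternatives were DESeq2 1.42.0 (Wald test per comparison, likelihood ratio test over the time course), DESeq2 size factors (RLE) in edgeR, no filter on low counts, length-scaled TPM counts, no fold minimum, an adjusted p under 0.01, only the 4 libraries compared, camera, and leaving out each library in turn. With 1 library left at a time point, that library is assumed to vary like the other groups. Library size without TMM factors and the deposited gene counts were added as alternatives after seeing the data. Other splits of the samples were not counted, since 4 libraries in groups of 2 have only 2 other splits, too few to exclude chance.

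The tests were tested on simulated data with 16140 genes drawn from the real means and library sizes. At 0.5 h against 0 h edgeR recovered 77.8% of genes changed by log2 1.5 and 94.0% of those changed by log2 3, with 7 false calls. At 24 h against 0 h it recovered 79.0% and 98.0% with 2 false calls, and over the time course 86.2% with 9 false calls. DESeq2 recovered 78.8% and 95.0% with 13 false calls at 0.5 h, 80.0% and 98.0% with 12 at 24 h, and 89.2% with 53 over the time course. Fry found 2 of 2 changed lists and gave a p under 0.05 for 1 of 40 unchanged ones. Genes and libraries were drawn independently, with as many increases as decreases, and the unchanged lists were random genes. The simulation therefore cannot show how the tests behave with replicate differences shared between time points, genes that vary together or one-sided changes. CXCL5 was not tested in its list because it did not pass the count filter.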

Results

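RNA was measured in macrophages made from THP-1 cells, a human monocytic leukaemia line that takes on macrophage features after phorbol ester (PMA) treatment. The cells were harvested untreated (0 h), or 0.5 h, 1 h, 1.5 h, 2 h, 4 h, 6 h or 24 h after addition of bacterial lipopolysaccharide (LPS) together with interferon gamma (IFNγ), a pair of stimuli used to drive a pro-inflammatory state. Each of the 8 time points had 2 libraries, numbered 1 and 2 in the labels, giving 16 libraries of ribosome-depleted RNA. The treatment was given in fresh serum-containing medium, and no library of cells given fresh medium alone was analysed here. Total counts ranged from 35486077 (2 h replicate 2) to 52867139 (1.5 h replicate 1). Between 15205 and 15673 genes had 10 or more reads in a library. Mitochondrial genes took 1.97% to 3.18% of the reads, and the 10 most abundant genes took 5.94% to 7.74%. Replicates differed by more than counting noise at every time point, with a chi-square per degree of freedom between 28.8 and 62.7, so no pair was a single library deposited under 2 names.

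The first question was which genes moved at any time after treatment. Of 16305 genes tested, 6305 (38.7%) passed edgeR's quasi-likelihood test over the 7 later time points with Benjamini-Hochberg adjustment and had a fitted log2 fold change of at least 1 in size at 1 or more of them. The adjusted p-value alone was passed by 11687 genes, which was the alternative that moved this count most. Among the 6305 genes, the largest change against 0 h was an increase for 3110 and a decrease for 3195. It was at 24 h for 3772 genes (59.8%), at 6 h for 1029, at 4 h for 923, at 2 h for 421, at 1.5 h for 96, at 1 h for 51 and at 0.5 h for 13. The 3 genes with the smallest p-values were CD80 (ENSG00000121594.7, chromosome 3, 119243140 to 119278449), IFI27 (ENSG00000165949.8, chromosome 14, 94571182 to 94583033) and IFIT5 (ENSG00000152778.7, chromosome 10, 91174343 to 91180758). Their edgeR adjusted p-values over the time course were 3.77e-12, 1.88e-11 and 3.55e-11. CD80 rose from 0.230 ± 0.0379 CPM (read counts scaled to a common library total; SD, n = 2) at 0 h to 143 ± 10.6 at 24 h, a log2 fold change of 9.26 ± 0.16 (SE). IFI27 rose from 1.82 ± 0.541 to 1052 ± 2.58 CPM at 24 h, and IFIT5 rose from 8.85 ± 0.386 to 205 ± 4.19 CPM at 4 h.

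Each time point was then compared with 0 h, which asks how far expression had moved from the untreated state. A gene was called when its edgeR adjusted p-value was under 0.05 and its fitted log2 fold change was at least 1 in size. The calls rose from 78 higher and 1 lower at 0.5 h to 284 and 18 at 1 h, 579 and 169 at 1.5 h, 964 and 477 at 2 h, 1849 and 1124 at 4 h, 2033 and 1343 at 6 h, and 2631 and 2524 at 24 h. Higher calls made up 98.7%, 94.0%, 77.4%, 66.9%, 62.2%, 60.2% and 51.0% of the calls in that order. The split depended on scaling: with library size alone in place of TMM factors it was 100%, 91.1%, 61.7%, 45.9%, 36.4%, 34.4% and 26.8%. Under library size alone the median log2 fold change of all genes was -0.03 at 0.5 h, -0.09 at 1 h, -0.17 at 1.5 h, -0.24 at 2 h, -0.36 at 4 h, -0.41 at 6 h and -0.52 at 24 h, so changes under TMM are changes relative to that shift. The count of lower calls was sensitive to single libraries at the early time points. At 1 h it was 7 without 0 h replicate 2, 9 without 1 h replicate 1 and 8 without 1 h replicate 2. At 1.5 h it was 81 without 0 h replicate 2 and 94 without 1.5 h replicate 2. With the replicate number as a block, lower calls were 2 at 0.5 h and 29 at 1 h.

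**Figure D1:**
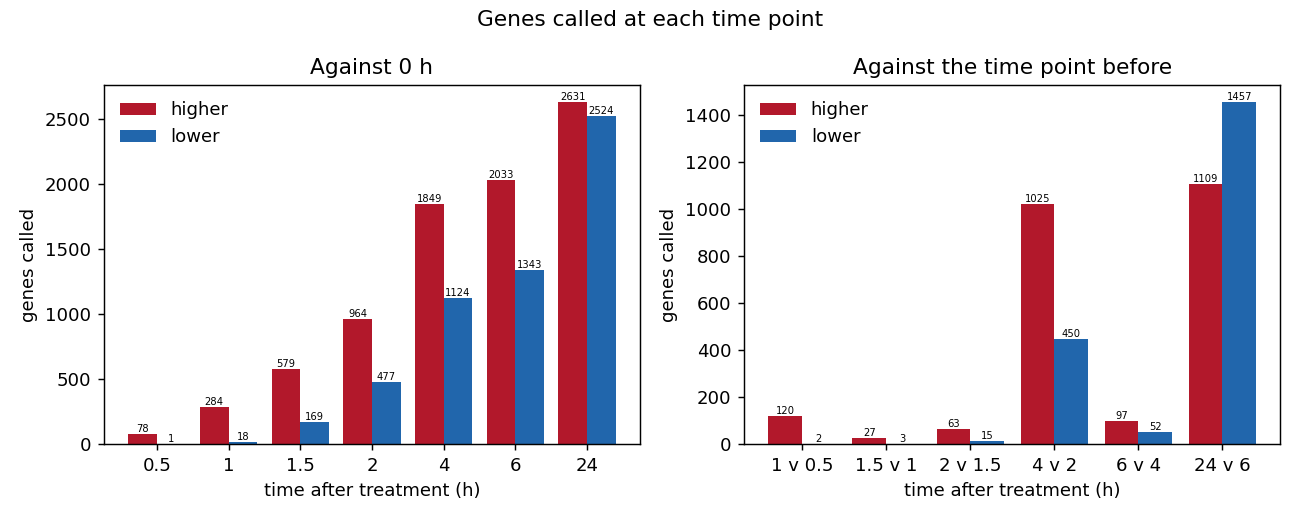
Bars give the number of genes called higher or lower (vertical axis, genes) at each time in hours, against 0 h on the left and against the preceding time point on the right, from 16305 genes tested in 2 libraries per time point. Against 0 h, higher calls ran from 78 at 0.5 h to 2631 at 24 h and lower calls from 1 to 2524 under TMM scaling; with library size alone the 24 h counts were 1708 higher and 4659 lower.

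The single gene called lower at 0.5 h was MYZAP (ENSG00000263155.1, chromosome 15, 57884139 to 57977562), which was named after its values were seen. It had 0 counts at 0.5 h against 120 at 0 h, 92 of them in replicate 1 and 28 in replicate 2, which is at least 37.2-fold lower with a floor of 3 counts over the group (edgeR adjusted p 0.0488). MYZAP overlaps a readthrough gene, so its counts are uncertain. The call was lost without any of 11 libraries, namely 0 h replicate 1 and both libraries of 0.5, 2, 4, 6 and 24 h, where edgeR called 0 genes lower. There, 31 to 65 lower genes passed an unadjusted p under 0.05 with the fold minimum, and DESeq2 on all libraries called 2.

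The largest changes in this and the next 3 paragraphs are those among genes that met the naming rule, with a mean of at least 5 CPM. Genes with fewer reads could change more. At 0.5 h the largest increases were those of CCL4L1 (ENSG00000205020.7, chromosome 17, 34538310 to 34540280) and CCL8 (ENSG00000108700.4, chromosome 17, 32646055 to 32648421). CCL4L1 shares sequence with CCL4 and CCL4L2, so its log2 fold change of 8.89 ± 0.97 (edgeR adjusted p 7.20e-04) is uncertain. CCL8 had 3 counts at 0 h, and its ratio of 0.5 h to 0 h was 513, with a 95% counting interval of 175 to 2491 (edgeR adjusted p 4.14e-05). No gene met the naming rule for a decrease at 0.5 h. At 1, 1.5 and 2 h the largest increases were those of IRG1 (ENSG00000102794.5, chromosome 13, 77522632 to 77532777) and CXCL9 (ENSG00000138755.5, chromosome 4, 76922428 to 76928641). IRG1 had 2 counts at 0 h and reached 159 ± 111, 430 ± 95.9 and 798 ± 73.7 CPM, ratios of 8365 (2315 to 69081), 22916 (6343 to 189228) and 43523 (12048 to 359389). CXCL9 rose from 0.102 ± 0.000813 CPM at 0 h by log2 11.21 ± 0.71, 13.09 ± 0.74 and 14.38 ± 0.76, with edgeR adjusted p-values of 2.67e-06, 6.77e-07 and 2.58e-07.

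The largest increases after 2 h were again those of CXCL9, at log2 16.04 ± 0.79 at 4 h, 15.87 ± 0.78 at 6 h and 15.48 ± 0.78 at 24 h (edgeR adjusted p 3.34e-08, 3.00e-08 and 1.40e-08). The other gene named was IRG1 at 4 h, with a ratio of 40524 (95% counting interval 11218 to 334624), and CCL8 at 6 and 24 h, with ratios of 30398 (10401 to 147406) and 39164 (13401 to 189915).

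The largest decreases at 1 h were those of TXNIP (ENSG00000117289.7, chromosome 1, 145438469 to 145442635) and BRF2 (ENSG00000104221.8, chromosome 8, 37700786 to 37707422), with log2 fold changes of -1.86 ± 0.18 and -1.47 ± 0.12 (edgeR adjusted p 8.60e-05 and 1.98e-05). TXNIP reached -2.49 ± 0.19 at 1.5 h (edgeR adjusted p 6.39e-06), beside DDIT4L (ENSG00000145358.2, chromosome 4, 101107027 to 101111939) at -2.33 ± 0.54 (edgeR adjusted p 0.0179). The DDIT4L call at 1.5 h was lost without 0 h replicate 2 (-1.28), 1.5 h replicate 1 (-2.04) or 1.5 h replicate 2 (-2.68). At 2 h DDIT4L was at -3.38 ± 0.58 (edgeR adjusted p 0.00134) and PDK4 (ENSG00000004799.7, chromosome 7, 95212811 to 95225803) at -3.88 ± 1.24 (edgeR adjusted p 0.0409). PDK4 did not pass over the time course (edgeR adjusted p 0.102), so it was not among the 6305 genes. The PDK4 call was lost without 0 h replicate 2 (-2.57), 2 h replicate 1 (-3.25), 2 h replicate 2 (-4.79), 1.5 h replicate 1 (-3.89) or 1.5 h replicate 2 (-3.89).

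The largest decreases at 4 h were those of DDIT4L (-4.41 ± 0.62, edgeR adjusted p 1.31e-04) and USP2 (ENSG00000036672.11, chromosome 11, 119225925 to 119252436), at -3.95 ± 0.24 (edgeR adjusted p 1.84e-07). At 6 h they were those of SERPINB2 (ENSG00000197632.4, chromosome 18, 61538926 to 61571124), at -4.81 ± 0.53 (edgeR adjusted p 1.57e-05), and BMP8B (ENSG00000116985.6, chromosome 1, 40222854 to 40254533), at -4.13 ± 0.12 (edgeR adjusted p 4.97e-10). BMP8B shares sequence with BMP8A and is uncertain for that reason. At 24 h SERPINB2 had gone from 46.0 ± 11.1 to 0.0839 ± 0.0130 CPM (log2 -9.05 ± 0.76, edgeR adjusted p 8.81e-07). F13A1 (ENSG00000124491.11, chromosome 6, 6144318 to 6321246) had gone from 29.7 ± 4.40 to 0.156 ± 0.00959 CPM (log2 -7.55 ± 0.45, edgeR adjusted p 5.33e-08).

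A set of 15 genes is given at every time point whatever their values, and the log2 fold changes below are against 0 h with their SE. TNF (ENSG00000232810.3, chromosome 6, 31543344 to 31546113) stood at 3.81 ± 0.722 CPM at 0 h and 1093 ± 179 CPM at 2 h. Its log2 fold changes were 6.17 ± 0.41 at 0.5 h, 8.14 ± 0.45 at 1 h, 8.03 ± 0.45 at 1.5 h, 8.17 ± 0.45 at 2 h, 7.04 ± 0.43 at 4 h, 6.39 ± 0.42 at 6 h and 6.42 ± 0.42 at 24 h. IL1B (ENSG00000125538.7, chromosome 2, 113587328 to 113594480) was at 3.96 ± 2.58 CPM at 0 h. It changed by 5.49 ± 0.70, 8.05 ± 0.78, 8.98 ± 0.81, 9.38 ± 0.82, 7.82 ± 0.77, 7.11 ± 0.75 and 8.56 ± 0.80 in the same order of time points. NFKBIA (ENSG00000100906.6, chromosome 14, 35870717 to 35873955) was at 24.7 ± 10.6 CPM at 0 h and changed by 3.72 ± 0.27, 5.48 ± 0.29, 5.53 ± 0.29, 5.31 ± 0.29, 4.6 ± 0.28, 4.70 ± 0.28 and 4.50 ± 0.28. TNFAIP3 (ENSG00000118503.10, chromosome 6, 138188351 to 138204449) was at 16.7 ± 3.08 CPM at 0 h and changed by 3.31 ± 0.31, 6.13 ± 0.35, 6.41 ± 0.36, 6.21 ± 0.35, 5.30 ± 0.34, 5.23 ± 0.34 and 4.72 ± 0.33. These 4 genes were called higher at all 7 time points, with edgeR adjusted p-values between 7.41e-08 (NFKBIA at 24 h) and 0.00211 (IL1B at 0.5 h).

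CXCL10 (ENSG00000169245.4, chromosome 4, 76942273 to 76944650) rose from 1.38 ± 0.227 CPM at 0 h to 10974 ± 1555 CPM at 6 h, with log2 fold changes of 6.06 ± 0.40, 9.13 ± 0.45, 10.55 ± 0.47, 11.54 ± 0.49, 12.92 ± 0.51, 12.95 ± 0.51 and 12.66 ± 0.51. CCL2 (ENSG00000108691.5, chromosome 17, 32582304 to 32584222) was at 0.945 ± 0.127 CPM at 0 h and changed by 5.5 ± 0.42, 6.55 ± 0.43, 7.12 ± 0.44, 8.03 ± 0.46, 9.46 ± 0.48, 9.14 ± 0.47 and 10.67 ± 0.50. IRF1 (ENSG00000125347.9, chromosome 5, 131817301 to 131826490) was at 29.5 ± 0.812 CPM at 0 h and changed by 3.42 ± 0.16, 5.09 ± 0.17, 5.47 ± 0.17, 5.49 ± 0.17, 5.35 ± 0.17, 5.02 ± 0.17 and 5.20 ± 0.17. All 7 comparisons of CXCL10, CCL2 and IRF1 were called, with edgeR adjusted p-values between 8.39e-10 (IRF1 at 24 h) and 3.72e-05 (CCL2 at 0.5 h). IL6 (ENSG00000136244.7, chromosome 7, 22765503 to 22771621) had 1 count at 0 h. IL6 at 1 h depended on single libraries. Its log2 fold change of 6.837 there was 4.537 without 1 h replicate 2 and 8.995 without 0 h replicate 2. Its ratios to 0 h, with 95% counting intervals, were 18.3 (2.86 to 764) at 0.5 h, 144 (25.4 to 5715) at 1 h, 578 (103 to 22890) at 1.5 h, 1640 (294 to 64815) at 2 h, 4339 (778 to 171439) at 4 h, 3670 (658 to 145001) at 6 h and 2525 (453 to 99770) at 24 h. IL6 was not called at 0.5 h (edgeR adjusted p 1) or 1 h (0.0951), was called at 1 h by DESeq2 and without 1 h replicate 1, and was called from 1.5 h on with edgeR adjusted p-values from 3.13e-05 to 0.00283.

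IDO1 (ENSG00000131203.8, chromosome 8, 39759794 to 39785963) was at 0.122 ± 0.0279 CPM at 0 h and changed by 0.56 ± 1.34, 2.92 ± 0.98, 6.10 ± 0.80, 8.57 ± 0.79, 12.89 ± 0.85, 13.72 ± 0.86 and 14.32 ± 0.88. It was not called at 0.5 h (edgeR adjusted p 1) or 1 h (0.238; DESeq2 called it at 1 h), and the later calls had edgeR adjusted p-values from 6.35e-08 to 4.28e-04.

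ISG15 (ENSG00000187608.5, chromosome 1, 948803 to 949920) was at 21.2 ± 5.72 CPM at 0 h and changed by 0.33 ± 0.31, 0.70 ± 0.31, 1.14 ± 0.32, 2.13 ± 0.32, 4.24 ± 0.35, 4.73 ± 0.36 and 5.08 ± 0.37. It was not called at 0.5 h (edgeR adjusted p 1) or 1 h (0.483). Its call at 1.5 h (edgeR adjusted p 0.0434) was lost with library size alone (0.97). It was also lost without any of 9 libraries, with values of 1.44 without 0 h replicate 1, 0.89 without 0 h replicate 2, 0.68 without 1.5 h replicate 2, and 1.14 without either library of 0.5, 2 or 24 h. MX1 (ENSG00000157601.9, chromosome 21, 42792231 to 42831141) was at 81.8 ± 28.7 CPM at 0 h and changed by 0.20 ± 0.22, 0.03 ± 0.22, 0.24 ± 0.22, 1.01 ± 0.23, 4.14 ± 0.25, 4.82 ± 0.26 and 4.86 ± 0.26, with a sign flip at 1 h under library size alone (-0.07). The first 3 values were not called (edgeR adjusted p 1, 0.999 and 0.602). The MX1 call at 2 h (edgeR adjusted p 0.00673) was lost without 0 h replicate 2 (0.69), without 2 h replicate 1 (0.97) and with library size alone (0.78). From 4 h on the edgeR adjusted p-values of ISG15 and MX1 were between 2.31e-08 and 1.99e-06.

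FOS (ENSG00000170345.5, chromosome 14, 75745477 to 75748933) was at 32.4 ± 6.52 CPM at 0 h and 230 ± 6.05 CPM at 0.5 h. Its log2 fold changes were 2.83 ± 0.17, 2.33 ± 0.17, -0.02 ± 0.16, -0.41 ± 0.16, -1.18 ± 0.17, -1.28 ± 0.17 and 0.06 ± 0.16, and those at 1.5 and 24 h changed sign with the scaling (0.008 at 1.5 h with DESeq2 size factors, -0.43 at 24 h with library size alone). FOS was called higher at 0.5 and 1 h (edgeR adjusted p 6.74e-06 and 7.45e-06) and lower at 4 and 6 h (1.30e-04 and 5.93e-05), and not at 1.5, 2 or 24 h (0.969, 0.0928 and 0.762). The call at 4 h was lost without 0 h replicate 2 (-0.96). EGR1 (ENSG00000120738.7, chromosome 5, 137801179 to 137805004) was at 4.11 ± 0.225 CPM at 0 h and changed by 5.68 ± 0.44, 6.36 ± 0.45, 4.6 ± 0.42, 3.70 ± 0.41, 1.53 ± 0.39, 1.17 ± 0.39 and 3.07 ± 0.40. All 7 were called, with edgeR adjusted p-values from 6.18e-06 at 1 h to 0.0267 at 6 h. The 4 h call was lost without 4 h replicate 1 (0.76). The 6 h call was lost without 0 h replicate 1 (1.23), 0 h replicate 2 (1.12) or 6 h replicate 1 (0.63), and with library size alone (0.80).

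ACTB (ENSG00000075624.9, chromosome 7, 5566782 to 5603415) and GAPDH (ENSG00000111640.10, chromosome 12, 6643093 to 6647537), often used as references, were not called at any time point. ACTB was at 8618 ± 374 CPM at 0 h and changed by 0.15, 0.17, 0.28, 0.39, 0.40, 0.40 and 0.16, each ± 0.10, with a sign flip at 24 h under library size alone (-0.34). GAPDH was at 825 ± 123 CPM at 0 h and changed by 0.12, 0.14, 0.24, 0.38, 0.50, 0.38 and -0.38, each ± 0.15, with a sign flip at 6 h under library size alone (-1.3e-04). The edgeR adjusted p-values of ACTB were 1, 0.734, 0.123, 0.0173, 0.00796, 0.00725 and 0.204, and those of GAPDH 1, 0.952, 0.413, 0.102, 0.0187, 0.0594 and 0.0507. The sign of ACTB at 24 h also changed without 24 h replicate 1 (-0.007), and that of GAPDH at 0.5 and 1 h without 0 h replicate 2 (-0.03 and -0.006).

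**Figure D2:**
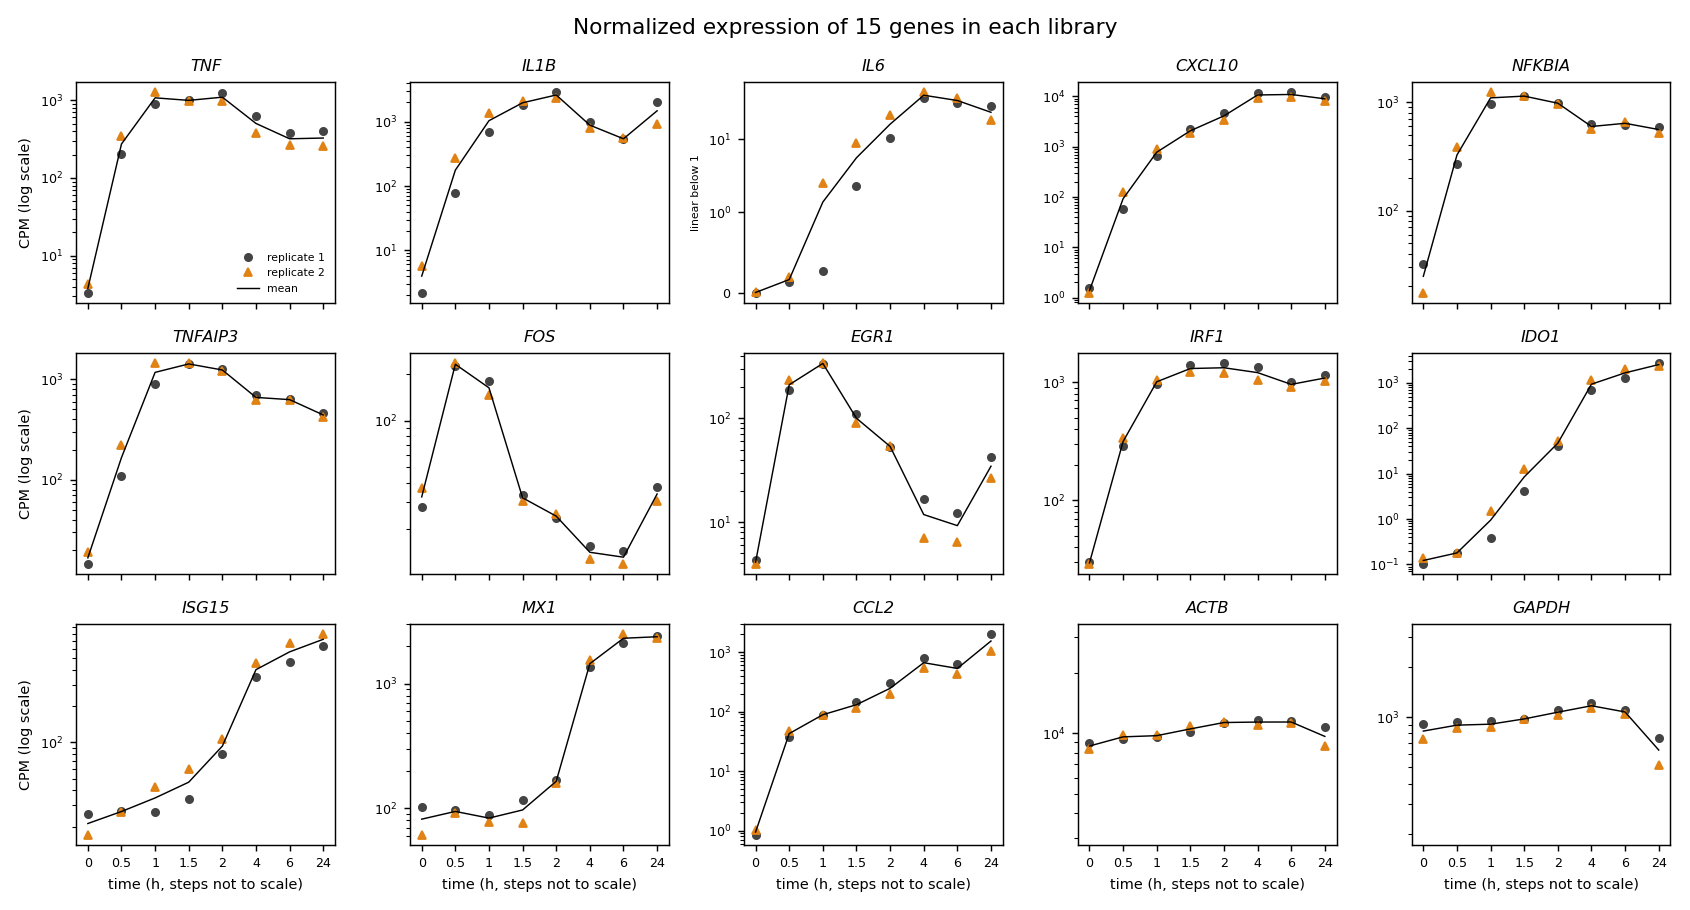
Each panel gives TMM-scaled CPM (log axis; for IL6 linear below 1) of 1 of 15 genes in the 2 libraries of each time point, by hours after treatment in equal steps not to scale, with the line through the means. By time point means, TNF rose from 3.81 CPM at 0 h to 1093 at 2 h and MX1 from 81.8 at 0 h to 1445 at 4 h. The ACTB means stayed between 8618 and 11345 CPM, with the 24 h change flipping sign under library size alone.

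Successive time points were compared to ask when expression moved. Genes higher and lower numbered 120 and 2 at 1 h against 0.5 h, 27 and 3 at 1.5 h against 1 h, 63 and 15 at 2 h against 1.5 h, 1025 and 450 at 4 h against 2 h, 97 and 52 at 6 h against 4 h, and 1109 and 1457 at 24 h against 6 h. These steps differ in length. With the replicate number as a block they were 83 and 8 at 1.5 h against 1 h, 127 and 25 at 2 h against 1.5 h, and 162 and 114 at 6 h against 4 h. With library size alone the share of higher calls went from 90% to 77.3% at 1.5 h against 1 h, from 69.5% to 56.1% at 4 h against 2 h, and was 34.1% in place of 43.2% at 24 h against 6 h. The counts from steps of 0.5 h and from 4 to 6 h depended on single libraries. At 1 h against 0.5 h, higher calls were 35 without 0.5 h replicate 1, 74 without 0.5 h replicate 2 and 47 without 1 h replicate 2. At 1.5 h against 1 h they were 0 without 1 h replicate 1 and 0 without 1.5 h replicate 2 by edgeR (122 and 100 at an unadjusted p under 0.05 with the fold minimum), against 115 by DESeq2 on all libraries. They were 59 without 1 h replicate 2, 46 without 1.5 h replicate 1, 17 without 0.5 h replicate 1, 14 without either 6 h library and 15 without either 24 h library. At 2 h against 1.5 h they were 7 without 1.5 h replicate 1, 5 without 2 h replicate 1 and 31 without 2 h replicate 2. At 6 h against 4 h they were 30 without 4 h replicate 1 and 31 without 6 h replicate 2.

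Lower calls moved too. At 2 h against 1.5 h they were 1 without 1.5 h replicate 1 or 2 h replicate 1, 26 without 1.5 h replicate 2, and 9 without 0.5 h replicate 1 or either 6 h library. At 6 h against 4 h they were 15 without 4 h replicate 1 and 13 without 6 h replicate 2. The lower calls of the first pair of steps were few, and the genes outside the naming rule were named after their values were seen. TXNIP and PPP1R1A (ENSG00000135447.12, chromosome 12, 54969171 to 54982443; log2 -1.52 ± 0.29, edgeR adjusted p 0.0321) were lower at 1 h than at 0.5 h. That count was 0 by edgeR without 0.5 h replicate 1 or without 1 h replicate 2 (48 and 60 at an unadjusted p under 0.05 with the fold minimum; DESeq2 on all libraries called 2), and 1 without either library of 0, 2 or 4 h. FOS, CASS4 (ENSG00000087589.12, chromosome 20, 54987168 to 55034396; log2 -1.03 ± 0.19, edgeR adjusted p 0.0468) and ZNF709 were lower at 1.5 h than at 1 h. ZNF709 (ENSG00000242852.2, chromosome 19, 12571998 to 12624668) had a mean of 1.29 CPM over all 16 libraries, but 1.06 at 1 h and 0.0183 at 1.5 h. Reads shared with other genes were not tested for ZNF709. It had 2 counts at 1.5 h against 111 at 1 h, a ratio of 54.1 of 1 h to 1.5 h with a 95% counting interval of 14.6 to 453 (edgeR adjusted p 0.0261). This count was 1 without 1 h replicate 1 or 1.5 h replicate 2.

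Among genes that met the naming rule, the largest increase at 1 h against 0.5 h was that of TBX21 (ENSG00000073861.2, chromosome 17, 45810610 to 45823485) (log2 4.54 ± 0.69, edgeR adjusted p 0.00823). IDO1 led at 1.5 h against 1 h (log2 3.17 ± 0.60, edgeR adjusted p 0.0476) and at 2 h against 1.5 h (2.48 ± 0.51, 0.0415). CXCL13 led at 4 h against 2 h and at 6 h against 4 h, and CHST15 at 24 h against 6 h. The TBX21 call was lost without 0.5 h replicate 1 (4.29), 0.5 h replicate 2 (4.84) or 1 h replicate 2 (3.69). The IDO1 call at 1.5 h against 1 h was lost with length-scaled counts (2.81) and with library size alone (3.1). It was lost without any library other than 1 h replicate 2 and 1.5 h replicate 1, with 2.48 without 1 h replicate 1, 2.15 without 1.5 h replicate 2 and 3.17 without each of the other 12. The IDO1 call at 2 h against 1.5 h was lost with length-scaled counts (2.41), and without 1.5 h replicate 1 (1.88), 2 h replicate 1 (2.66), 2 h replicate 2 (2.27) or either library of 0, 0.5, 6 or 24 h (2.48). CXCL13 (ENSG00000156234.7, chromosome 4, 78432907 to 78532988) had 3 counts at 2 h. Its ratio of 4 h to 2 h was 46.3 with a 95% counting interval of 15.5 to 228 (edgeR adjusted p 1.52e-04). It rose again at 6 h by log2 2.75 ± 0.34 (edgeR adjusted p 0.00197). CHST15 (ENSG00000182022.13, chromosome 10, 125767184 to 125853206) rose from 1.28 ± 0.170 to 62.5 ± 30.3 CPM (log2 5.62 ± 0.47, edgeR adjusted p 2.68e-06).

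The largest decrease in each step was that of TXNIP at 1 h against 0.5 h (log2 -1.23 ± 0.18, edgeR adjusted p 0.00674), FOS at 1.5 h against 1 h (-2.35 ± 0.17, 2.58e-04) and GFI1 (ENSG00000162676.7, chromosome 1, 92940319 to 92952433) at 2 h against 1.5 h (-1.48 ± 0.20, 0.00816). It was that of EGR4 (ENSG00000135625.6, chromosome 2, 73518058 to 73520833) at 4 h against 2 h (-3.0 ± 0.42, edgeR adjusted p 2.44e-04), KCNA3 (ENSG00000177272.7, chromosome 1, 111214310 to 111217655) at 6 h against 4 h (-1.98 ± 0.24, 0.00182) and F13A1 at 24 h against 6 h (-6.38 ± 0.46, 7.33e-07). The TXNIP call was lost without 0.5 h replicate 1 (-1.10) or 1 h replicate 2 (-1.14), and the GFI1 call without 1.5 h replicate 1 (-1.30) or 2 h replicate 1 (-1.26).

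Gene lists chosen before the data were examined were compared with 0 h by fry, a rotation test, at the 7 time points, and 42 of the 49 tests passed an adjusted p of 0.05, 38 as higher and 4 as lower. With camera at a preset correlation of 0.01, 37 passed, and 36 passed both tests in the same direction. Camera lost the reference genes at 1.5, 2, 4, 6 and 24 h and the cell cycle genes at 6 h, and it gained the type I interferon genes at 0.5 h (adjusted p 2.77e-07), a call that did not hold under fry. The 20 immediate early genes had median log2 fold changes of 2.92, 4.21, 4.12, 3.58, 2.36, 2.07 and 2.62 from 0.5 to 24 h. The 16 NF-kB pathway genes had 0.90, 3.51, 4.72, 5.45, 4.77, 4.57 and 3.97. The 19 cytokine and chemokine genes had 4.16, 6.56, 7.12, 7.29, 6.54, 6.83 and 5.88, and with 3 genes of 0 to 3 counts at 0 h set to a floor of 3 counts over the group the values at 1, 4 and 6 h were 6.27, 6.52 and 6.39. The 22 interferon gamma response genes had 0.76, 2.86, 4.28, 5.42, 6.47, 6.28 and 6.45. All 28 of these tests passed fry, with adjusted p-values from 1.69e-08 to 0.00158.

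The 22 type I interferon response genes had medians of 0.16, 0.07, 0.34, 1.03, 4.04, 4.43 and 4.50, with a sign flip at 1 h under library size alone (-0.02). The 0.5 h test missed the threshold (fry adjusted p 0.0573) but passed without 0 h replicate 1 (0.41) and with length-scaled counts (0.20). The 1 h test passed (0.0189), and without 0 h replicate 2 it was lost and the median of the type I interferon response list at 1 h changed sign (-0.11). The 12 cell cycle genes had medians of -0.01, 0.05, 0.04, -0.13, -0.48, -0.35 and -2.32, with sign flips at 1 h (-0.04) and 1.5 h (-0.13) under library size alone. They did not pass at the first 4 time points, although the cell cycle list at 2 h passed without 0 h replicate 2 (-0.19) and with library size alone (-0.36), and they passed as lower at 4, 6 and 24 h (fry adjusted p 1.71e-04, 0.00450 and 1.56e-08). Median, mean and test differed in sign only for the cell cycle genes at 0.5 h, where the mean was 0.009 and the test pointed up (fry adjusted p 0.890). The 10 reference genes had medians of 0.04, 0.08, 0.16, 0.26, 0.35, 0.21 and -0.17, with sign flips at 1 h (-0.010), 1.5 h (-0.008), 4 h (-0.006) and 6 h (-0.17) under library size alone. They passed fry as higher from 1.5 to 6 h (adjusted p 0.0382, 0.0120, 0.00125 and 0.00333) and as lower at 24 h (0.00103). The 1.5 h reference result was lost without 0 h replicate 2 (0.11), 1.5 h replicate 1 (0.14), 1.5 h replicate 2 (0.17) or either library of 0.5, 2, 4 or 6 h (0.16), and the 2 h result without 0 h replicate 2 (0.23), without 2 h replicate 2 (0.25) or with library size alone (0.03).

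Within the lists, genes called over all genes tested and those "adjusted over the list alone" were close. At 0.5 h, 16 immediate early genes were called over all genes and 17 adjusted over the list alone. The counts were 5 and 7 for the NF-kB pathway, 10 and 12 for cytokines and chemokines, 9 and 10 for interferon gamma response and 0 and 1 for type I interferon response, all higher. At 1 h the counts were 19 and 19, 12 and 12, 12 and 15, 14 and 15, and 4 and 4. From 1.5 h on, the count over all genes and the count adjusted over the list alone were equal in every list. In the order just given they were 19, 15, 16, 18 and 6 at 1.5 h, 19, 16, 16, 20 and 12 at 2 h, 20, 16, 17, 22 and 22 at 4 h, 18, 16, 17, 22 and 22 at 6 h, and 17, 16, 12, 22 and 22 at 24 h. All of these were higher except among immediate early genes, where 18 were higher at 1.5, 2 and 4 h and 16 at 6 h. Of the cell cycle genes 1 was called lower at 4 h and 12 of 12 at 24 h, by both counts. Of the reference genes 1 was called lower at 24 h, by both counts. At the other time points edgeR called 0 genes of these 2 lists by either count and DESeq2 also called 0. At an unadjusted p under 0.05 with no fold minimum there were 0, 0, 0 and 4 cell cycle genes at 0.5, 1, 1.5 and 2 h and 8 at 6 h, and 0, 0, 2, 8, 9 and 6 reference genes from 0.5 to 6 h. For the 0 type I interferon genes at 0.5 h by edgeR, 3 had an unadjusted p under 0.05 and DESeq2 called 1.

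**Figure D3:**
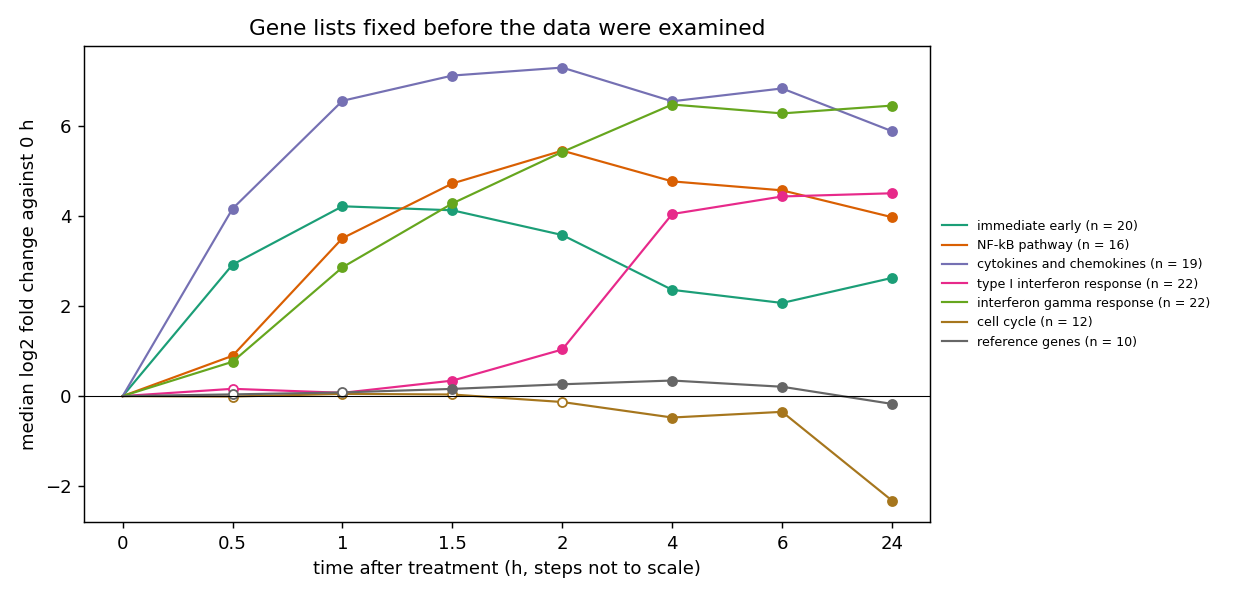
Lines give the median fitted log2 fold change against 0 h (vertical axis) of 7 gene lists by hours after treatment in equal steps not to scale, with filled points where fry passed an adjusted p of 0.05 and open points where it did not. Type I interferon response genes went from 1.03 at 2 h to 4.04 at 4 h and cell cycle genes reached -2.32 at 24 h, while under library size alone the signs flipped for type I interferon genes at 1 h, cell cycle genes at 1 and 1.5 h and reference genes at 1, 1.5, 4 and 6 h.

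The authors' deposited table listed 5848 of 20738 genes as differential, and every gene of the table fell on the side given by an adjusted p under 0.01 with a largest log2 fold change over 1 in size. Of those in the authors' deposited table, 5831 were tested here and 5517 (94.6%) were among the 6305 genes called here, leaving 314 called only there and 788 only here. The thresholds differ, since an adjusted p under 0.05 was used here. Of the 788 genes, 387 had a deposited adjusted p under 0.01 and so missed only the deposited fold change rule. Another 158 had one from 0.01 to 0.05, and 243 had a larger one or none. Over the 5517 shared genes, the fold changes of the authors' deposited table had the same sign as those computed here for 88.5% at 0.5 h, 90.7% at 1 h, 93.2% at 1.5 h, 95.6% at 2 h, 98.5% at 4 h, 99.1% at 6 h and 99.2% at 24 h. Pearson's r between them, across genes, which are not independent replicates, was 0.636 at 0.5 h and 0.992 at 24 h. The authors' deposited table placed 1655 genes in the group with its maximum at 24 h and 1771 in the group with its minimum there.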

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

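The tests of causes for FOS, KCNA3, CHST15 and the reference genes were chosen only after the result was seen, as was library size scaling. Only genes and lists past the threshold in opposite directions at different time points are given here. With 2 libraries per time point no library was tested for standing apart from its group.

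FOS was higher at 0.5 h and lower at 6 h than at 0 h, with a direct difference between these time points of log2 4.11 (edgeR adjusted p 1.48e-08). The fall at 6 h passed the threshold under TMM, RLE and library size scaling. The weakest value was -1.26 ± 0.17, while the median gene was at -0.002 there and at -0.41 under library size alone, which argues against scaling as the whole cause. It also passed with any 1 library left out, the weakest value being -1.06, which argues against 1 library as the whole cause. The 4 h fall was first weighed together with 6 h, and was separated after its call was seen to be lost. At 4 h the scalings gave -1.17 ± 0.17 or stronger, with the median gene at 0.001 and -0.36, which argues against scaling as the whole cause there too. Without 0 h replicate 2 the value was -0.96 and under the fold minimum, so the 4 h call may rest on that library. The rise at 0.5 and 1 h and what followed cannot be told apart from an effect of fresh medium with serum added together with the treatment, since 0 libraries were given fresh medium alone. A response to LPS and IFNγ stays open and was not tested separately.

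KCNA3 was called higher at 2 h (log2 3.08 ± 0.23) and lower at 24 h (-3.38 ± 0.29), with a direct difference of 6.46 (edgeR adjusted p 1.15e-08). Both calls passed under the 3 scalings, where the smaller of the values had a size of at least 2.85, and with any library left out, where it was at least 2.89. These values argue against scaling or a single library as the whole cause. CHST15 was called higher at 24 h (3.34 ± 0.41) and lower at 6 h (-2.27 ± 0.44), with a direct difference of 5.62 (edgeR adjusted p 2.68e-06). The smallest size was 2.25 under the scalings and 1.82 with a library left out, and both calls were past the threshold in each case. With length-scaled counts all these calls passed, the smaller size being 3.08 for KCNA3 and 2.04 for CHST15, which argues against transcript length bias. Fresh medium and reads shared with other genes were not tested for KCNA3 and CHST15, and a change driven by the treatment stays a hypothesis.

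The reference genes, used in many studies as stable, passed fry as higher at 4 h (median 0.35, under library size alone -0.006) and as lower at 24 h (median -0.17, the same sign under all 3 scalings). The median of the 10 differences between 4 h and 24 h was 0.26 (fry p 5.24e-06). Under library size alone no result from 1.5 to 6 h was past the threshold as higher, the highest median being 0.034, so the higher values may come from scaling, and at 6 h the list passed as lower there (-0.173). The lower value at 24 h passed under all 3 scalings, with a weakest median of -0.14. It cannot be told apart from scaling either, since that median is smaller than the shift of the median gene between scalings (-0.52 under library size alone, -0.03 under TMM). Camera passed neither.

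In all, 111 genes were called higher at 1 or more time points and lower at others against 0 h. The direct contrast of the 2 later time points was past the threshold for all 111, but the way these genes were chosen gives that outcome, so the pattern cannot be told apart from deviating 0 h libraries. Of the 111 genes, 32 were highest before they were lowest and 79 were lowest first. Under library size alone 104 genes moved both ways and 57 of the 111 were among them, so scaling is not the whole cause but may set which of the other genes qualify. RLE scaling gave 110, of which 108 were shared. The replicate block gave 136 and DESeq2 107.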

How the results depend on the processing

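Library size scaling and the deposited gene counts were chosen only after the data were seen, and the remaining alternatives before the data were examined. The cause was not tested for any change below unless a cause is given.

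RLE scaling, no filter on low counts and the deposited gene counts moved no count of called genes by over 1.5 times. The deposited gene counts are not an independent check, since every placed gene was accepted only where its sums per time point matched them. Their close results therefore follow in part from the way genes were placed. Over the time course RLE gave 6245 genes, of which 6167 were shared with the 6305, no filter 6393 (6269 shared), length-scaled counts 6156 (5869), DESeq2 6172 (5994) and the deposited counts 6316 (6302). With DESeq2 the counts were 118 higher and 2 lower at 0.5 h, 184 higher at 1 h against 0.5 h, 115 higher and 8 lower at 1.5 h against 1 h, and 107 higher and 23 lower at 2 h against 1.5 h. Length-scaled counts gave 1 lower gene at 1 h against 0.5 h.

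The replicate block gave 2 lower genes at 0.5 h, 29 lower at 1 h, 83 higher and 8 lower at 1.5 h against 1 h, 127 and 25 at 2 h against 1.5 h, and 162 and 114 at 6 h against 4 h. It gave 6629 genes over the time course (6283 shared). At 24 h it gave 2700 higher (2623 of the 2631 shared) and 2576 lower (2511 of the 2524 shared). It moved no other count of calls by over 1.5 times and changed no other named call, with all 202 named-gene and list results on the same side.

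With no fold minimum, more genes pass by construction. There were 11687 over the time course, 66 lower at 1 h, 915 higher and 652 lower at 1.5 h, 1883 and 2006 at 2 h, 3622 and 3811 at 4 h, 3862 and 4106 at 6 h, and 4757 and 5190 at 24 h. The successive steps gave 4 lower at 1 h against 0.5 h, 58 and 18 at 1.5 h against 1 h, 141 and 75 at 2 h against 1.5 h, 2633 and 2561 at 4 h against 2 h, 573 and 386 at 6 h against 4 h, and 3249 and 3597 at 24 h against 6 h. At an adjusted p under 0.01, fewer pass by construction: 0 lower at 0.5 h, 6 lower at 1 h, 88 lower at 1.5 h, 61 higher and 1 lower at 1 h against 0.5 h, 0 and 1 at 1.5 h against 1 h, 14 and 2 at 2 h against 1.5 h, and 39 and 22 at 6 h against 4 h. These zeros are edgeR's, with 29 lower genes at 0.5 h and 230 higher at 1.5 h against 1 h at an unadjusted p under 0.05 with the fold minimum.

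With only the 4 libraries compared, the fit has fewer samples. It gave 20 higher and 0 lower at 0.5 h, 161 and 2 at 1 h, and 82 lower at 1.5 h. It gave 0 and 0 at 1 h against 0.5 h, 1.5 h against 1 h, 2 h against 1.5 h and 6 h against 4 h. For these edgeR zeros, the unadjusted p under 0.05 with the fold minimum gave 20 lower at 0.5 h, and 222 higher and 31 lower, 162 and 41, 209 and 54, and 172 and 149 in the steps, while DESeq2 on all libraries gave 2 lower at 0.5 h, and 184 and 2, 115 and 8, 107 and 23, and 115 and 69 in the steps.

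Library size alone gave 0 lower genes at 0.5 h by edgeR (35 at an unadjusted p under 0.05 with the fold minimum, 2 by DESeq2), 326 lower at 1.5 h, 944 at 2 h, 2432 at 4 h, 2844 at 6 h, 1708 higher and 4659 lower at 24 h, and 17 higher and 5 lower at 1.5 h against 1 h. Over the time course it gave 7832 genes, of which 5477 were among the 6305. All 1708 higher genes at 24 h were among the 2631, and all 2524 lower ones were among the 4659. The change follows from the shift of all genes given in the report. It reversed the type I interferon list at 1 h (-0.019), the cell cycle list at 1 h (-0.042) and 1.5 h (-0.133), the reference list at 1 h (-0.010), 1.5 h (-0.008), 4 h (-0.006) and 6 h (-0.173), FOS at 24 h (-0.432), MX1 at 1 h (-0.065), ACTB at 24 h (-0.338) and GAPDH at 6 h (-1.3e-04). FOS at 1.5 h, not called, was 0.008 with RLE, 0.008 with DESeq2 and 0.148 with length-scaled counts.

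Leaving out 1 library moved counts as follows, lowest to highest. Lower calls were 0 to 1 at 0.5 h, 7 to 25 at 1 h and 81 to 191 at 1.5 h. The steps gave, for 1 h against 0.5 h, 35 to 158 higher and 0 to 2 lower, 1.5 h against 1 h 0 to 59 and 1 to 4, 2 h against 1.5 h 5 to 93 and 1 to 26, and 6 h against 4 h 30 to 133 and 13 to 77. The libraries and the unadjusted counts behind the zeros are in the report. The count over the time course was 5954 to 6345. Of 3232 named-gene and list values with a library left out, 3141 kept their direction and side, 69 fell below the threshold, 3 rose past it and 19 reversed. The reversed ones ranged from -0.062 to 0.048 for the cell cycle list at 0.5 h, -0.016 to 0.116 at 1 h and -0.032 to 0.126 at 1.5 h. They ranged from -0.022 to 0.088 for the reference list at 0.5 h, -0.109 to 0.364 for the type I interferon list at 1 h. They ranged from -0.213 to 0.202 for FOS at 1.5 h and -0.132 to 0.283 at 24 h, -0.112 to 0.617 for MX1 at 0.5 h, -0.291 to 0.439 at 1 h and -0.091 to 0.656 at 1.5 h, and from -0.025 to 0.278 for GAPDH at 0.5 h and -0.006 to 0.297 at 1 h, and -0.007 to 0.307 for ACTB at 24 h. Of these only the type I interferon list at 1 h had been past its threshold.

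Depth limits genes near 0 counts at 0 h, such as IL6, CCL8 and IRG1, whose ratios have wide counting intervals.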

Other observations

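The tests of a constant difference between the replicate series and of the share of higher calls were chosen only after the result was seen, as were the split of the constant difference by time point, the rho values from 1.5 h on and for lower calls, and the choice of the 2 h value to report for replicate timing.

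Genes first called higher later tended to span more of the genome. Across 3276 genes, which are not independent replicates, Spearman's rho between annotated span and the time of the first higher call was 0.126 (two-sided permutation p 1e-05, the smallest that 100000 resamples can give). Median spans were 5.4 kb for genes first called at 0.5 h, 14.0 kb at 1 h, 24.1 kb at 1.5 h, 32.4 kb at 2 h, 39.0 kb at 4 h, 50.4 kb at 6 h and 31.8 kb at 24 h, against 30.6 kb for all genes tested. The time of the first higher call had a rho of 0.006 with mean CPM over all libraries. The mean rho within 10 deciles of mean CPM was also 0.126, positive in 9 of 10 (permutation p 1e-04, the smallest that 10000 resamples can give). These values argue against a later call for genes with few reads on average. Mean CPM includes the raised levels after treatment, so few reads at 0 h and early time points stay open as a cause. The time needed to transcribe a longer gene is a candidate explanation, but the evidence for it is not specific. From 1.5 h on rho was 0.022 over 2992 genes, and 0.155 over 2079 with the 24 h calls left out, so the calls at 24 h do not follow the relation. First lower calls gave a rho of 0.1 over 3440 genes, which transcription time does not predict. Short early-response gene classes were not tested as an alternative.

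Differences between replicates 1 and 2 were correlated between time points, and they also followed the time course. Across 4248 genes, which are not independent replicates, the difference of replicate 1 minus replicate 2 had a Pearson r with the change between the neighbouring time points of -0.228 at 0.5 h, -0.450 at 1 h, -0.402 at 1.5 h, 0.051 at 2 h, -0.323 at 4 h and -0.387 at 6 h. Spearman's rho was 0.074, -0.213, -0.294, 0.082, -0.295 and -0.370. A negative value means replicate 2 lay nearer the next time point. A replicate series running ahead throughout was expected to give the same sign at all 6 time points, and 2 h did not, although the other 5 Pearson values were negative. Timing that varied between time points may still contribute. The 0 h difference between the replicates correlated with that at 0.5, 1, 1.5 and 2 h by 0.821, 0.686, 0.520 and 0.618, and least with that at 24 h (0.144), so a constant difference may be a cause of the correlated differences. Its correlation with the local changes was at most 0.017 in size at 1 and 1.5 h, which argues against a constant difference as the whole cause of the relation to the time course there. At 4 h it was -0.13, against -0.323 for the 4 h difference, which argues against it as the whole cause there too. At 6 h it was -0.284, so a constant difference and timing cannot be told apart at that time point. No biological explanation was tested.

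The fall in the share of higher calls, from 98.7% at 0.5 h to 51.0% at 24 h, came with lower calls rising from 1 to 2524 while higher calls rose from 78 to 2631. The share fell from 98.8% to 53.2% under RLE and from 100% to 26.8% under library size alone. Library size moves the median gene down with time, which builds in a fall, and TMM and RLE hold the median gene near 0, which removes any shift shared by most genes. The median gene under RLE was at 0.006 at 0.5 h and at 0.007 at 24 h, and the share still fell. These values argue against drift of the median gene as the whole cause of the fall. TMM and RLE would remove a shift shared by most genes, so an effect of scaling through such a shift stays open. No biological explanation was tested. Reads in genes called higher at 24 h were 11.6% ± 0.67 of each library at 0 h and 41.7% ± 0.55 at 24 h (SD, n = 2). Those in genes called lower at 24 h went from 14.4% ± 0.70 to 3.37% ± 0.21. These genes were chosen for their change, so the shares describe the libraries and test nothing.

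The log2 fold changes of the authors' deposited table were smaller at 0.5 h than those computed here. Over 368 genes with a computed log2 fold change of at least 0.5 in size and at least 1 CPM, the median ratio of deposited to computed value was 0.031 at 0.5 h, against 0.980 over 7861 genes at 24 h. Across genes, which are not independent replicates, the ratio fell with the standard error at 0.5 h (Spearman's rho -0.675, permutation p 1e-04, the smallest that 10000 resamples can give), as shrinkage of imprecise fold changes before deposit would give. That step is not given in the sources used here, so it may be the cause but stays a hypothesis. At 0.5 h, 89 genes exceeded log2 1 in size in the authors' deposited table, against 385 here. The 385 genes were not limited to the 368 above, so genes under 1 CPM may be among them.

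At all 8 time points the deposited gene count column with number 1 matched the library titled replicate 2, and the reverse. Column totals differed from those of the other-numbered library by 24 to 109 reads, and 99.92% to 99.96% of genes were within 1 read, against 17.9% to 19.1% for the same-numbered library. Which numbering is the intended one was not tested. The 2 libraries of a time point are replicates of 1 group in either case, so only the replicate numbers in the text are concerned: those of libraries left out, of counts given per replicate, of the replicate block and of the timing comparison. They change alike for all time points.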
